A study of Danio rerio with 4 samples.

How the data were processed

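Single-cell RNA was measured by droplet sequencing in tails cut from zebrafish larvae, wild-type or carrying the pax9 el622 allele, at 3 or 8 days post-fertilisation (dpf). Per the labels, tails of 75 larvae were pooled for each genotype and age and dissociated with enzymes, and each pool gave 1 library, so there are 4 libraries and no replicate within a genotype and age. Per the labels' protocols the libraries were made with a Chromium 3' kit, and per the file headers the counts were made with Cell Ranger 9.0.1. The deposited values are UMI counts, whole numbers per gene and cell barcode that are not normalised. Genome build, annotation release and any removal of doublets or free RNA by the authors are not stated in the labels or headers. The smallest UMI total of a barcode was 500 in each library.

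The libraries held 15368 (wild-type, 3 dpf), 15616 (labelled mutant, 3 dpf), 12725 (wild-type, 8 dpf) and 6604 barcodes (labelled mutant, 8 dpf), 50313 in all. Cells with fewer than 300 detected genes or more than 15% mitochondrial UMIs were left out. Doublets were called per library with Scrublet (scanpy 1.11.5) at an expected rate of 0.4% per 1000 cells. In the 8 dpf library labelled mutant the automatic threshold marked only 0.06% of cells, under the 0.5% set as the least a working call gives, so the highest scores were removed there at the expected rate of 2.03%. After these steps 42213 cells remained.

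Cell types were rebuilt, since no deposited annotation was used. Counts were log-normalised, 2000 variable genes were chosen within libraries, each library was centred on its own mean, and 40 principal components fed a shared-neighbour graph (20 neighbours) for Leiden clustering (leidenalg 0.10.2, resolution 1.0). The 74 genes of the outcome lists and pax9 were held out of the clustering. Clusters were named "-like" from marker lists fixed before the data were examined, with folds computed within libraries. The pseudocount of 20 CPM in those folds was chosen after the clusters were seen: with a smaller one a large mesenchymal cluster at 8 dpf had no name. Of 45 clusters, 7 stayed unnamed. Among them was cluster 13 (1205 cells, 15 of 17 neuron markers), left unnamed through 1 leading gene on the pronephros list. Cluster 16 (1097 cells, 12 of 19 superficial epidermis markers) was left unnamed through 1 on the macrophage list. The neuron-like and superficial epidermis-like classes may therefore lack cells of their kind. The mesenchymal-like cells were clustered again into 21 sub-clusters. Of these, 6 were left out of the class because more markers of another class than of the mesenchymal family led them, and 4 were named fin-mesenchyme-like. A large one of the 6, sub-cluster 1 with 974 cells, was left out through a single gene, fli1a, which is on the endothelium list. Keeping all 6 is an alternative chosen after seeing the data. The erythroid-like class is not compared, because leukocyte genes also led 1 of its clusters.

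UMIs were summed per library and class and expressed as CPM, that is scaled to the same total, within the class. Ratios are log2 of the library labelled mutant over wild-type. Intervals are 95%: exact Poisson for a sum of UMIs, exact conditional binomial for a ratio of 2 sums, exact binomial (Clopper-Pearson) for a share, and Poisson resampling (2000 draws) for a list's median. The interval of a ratio of shares joins the outer bounds of the 2 shares. All of them cover counting error only, not the variation between pools. A library with no UMI was set to a floor of 3 counts. Within an age there is no test. Medians of 3 gene lists fixed before the data were examined (sclerotome, 25 genes; fin mesenchyme, 25; posterior hox, 23) used genes with at least 20 UMIs over the libraries compared, and were placed among 10000 random lists of the same size, each gene drawn from the 50 nearest in mean expression. All list symbols were found in the files. The symbol evx1 has more than 1 gene ID, and only the one listed first was used.

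The one test used all 4 libraries: edgeR 4.0.16 quasi-likelihood (glmQLFit, glmQLFTest) with age and genotype as terms, TMM scaling, filterByExpr and Benjamini-Hochberg adjustment at 0.05. It has 1 residual degree of freedom and treats a genotype effect that differs between ages as noise. On simulated counts for 14600 genes it recovered 162 of 200 changed genes, among them all 100 changed 4-fold, and called 6 unchanged ones. That simulation drew changed genes only from those with higher counts, and gave every gene the same dispersion (0.0272). It held no age effect and no genotype effect that differs between ages. It therefore does not give the recovery to be had in the real libraries, which may be lower. Separately, a rule of size counted genes at least 2-fold apart the same way at both ages, among genes with at least 100 UMIs over the libraries of each age. In a simulation with 8289 such genes that rule found 194 of 200 changed genes and 0 unchanged ones. A simulated list shifted by 1 on the log2 scale had a median of 0.98 and lay at percentile 100, and the counting interval held the true ratio for 93.1% of genes.

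Genes named in the text are pax9, members of the fixed lists, up to 5 genes per direction by fold change among those past the edgeR threshold, and up to 5 per direction under the 2-fold rule. The alternatives covered the cell filter, doublets, cluster resolution, clustering each library alone, classing each cell by its own markers, scaling (TMM or DESeq2 1.42.0 size factors), thinning each cell to 1000 UMIs, subtracting free RNA estimated from globin genes, low-count filters, and DESeq2 in place of edgeR. Gene neighbours of pax9 were taken by order from a RefSeq table of assembly GRCz12tu, whose coordinates were not used.

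Explanations were tested against written predictions. The predictions for the edgeR calls were planned for a set of genes; only 1 gene was called, so these tests had little to work on, and they are reported as planned. Tests on patterns picked after the values were seen are named as such where they appear. The planned depth test on superficial epidermis was first run on 2 libraries alone, where it decided nothing because those cells also mixed without thinning. It was then rerun on all 4 libraries together, and both results are given. The test of the centring was likewise first run on these cells alone, where it decided nothing, and then on all cells, with the variable genes chosen over all libraries (0.1%) and with the same genes as before. Clusterings of all cells for these tests were repeated with 6 seeds, and a setting counted as removing or keeping the split only if every seed fell on the same side of 48.15%, which is 0.5 times the value as reported. That rule was set after some of the values had been seen, and so were the rules that left the stress, library-wide and planned depth tests undecided.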

Results

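Single-cell RNA profiles were collected from tails of wild-type zebrafish larvae and of closely related larvae carrying the pax9 el622 allele, at 3 and 8 dpf, with 1 pooled library for each genotype and age. The gene pax9 encodes a paired-box transcription factor of the sclerotome, the part of the somite that gives rise to skeletal and connective tissue. By its title, the series asks what the gene does for the sclerotome and for the cells it sends to the median fins. Total UMIs were 83232184 (wild-type, 3 dpf), 82037227 (labelled mutant, 3 dpf), 65696846 (wild-type, 8 dpf) and 41490562 (labelled mutant, 8 dpf). The cells kept numbered 12285, 13572, 11392 and 4964 in the same order, with median UMIs of 4763, 4130, 3172 and 3428. All 4 libraries carry the same batch label. No pool was repeated, so differences within an age compare 2 libraries and carry counting error only.

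The targeted gene was examined first. Over all cells, pax9 (ENSDARG00000053829) had 337 UMIs in the wild-type library at 3 dpf (4.34 CPM) and 1127 in the library labelled mutant (14.6 CPM). The log2 ratio was 1.75 (95% interval 1.58 to 1.93). At 8 dpf the values were 7.33 and 6.86 CPM, a log2 ratio of -0.10 (-0.32 to 0.13), which was not distinguishable from 0 at this depth. Thus pax9 RNA was not detectably lower in the libraries labelled mutant, and at 3 dpf it was higher. The counts do not show whether the RNA encodes a working protein, and the labels do not describe the lesion. Since the RNA level does not by itself identify the mutant pools, they are called libraries labelled mutant throughout, and every direction below rests on those labels. Of the alternatives, thinning each cell to 1000 UMIs moved the 3 dpf ratio most, to 1.44.

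Within mesenchymal-like cells, pax9 stood at 55.3 CPM (258 UMIs) in wild-type and 142.2 CPM (882 UMIs) in the library labelled mutant at 3 dpf, a log2 ratio of 1.36 (1.16 to 1.57). At 8 dpf it stood at 27.1 and 31.3 CPM, a log2 ratio of 0.21 (-0.10 to 0.51). The share of mesenchymal-like cells with a pax9 UMI at 3 dpf was 13.6% (11.6 to 15.8) in wild-type and 23.7% (21.4 to 26.1) in the library labelled mutant, at median depths of 3593 and 4299 UMIs. After thinning the shares were 6.11% and 10.4%, with 206 and 120 shallower cells left out. In neuron-like cells, taken as background, the shares were 0.53% and 0.39% at median depths of 2372 and 2193 UMIs.

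**Figure D1:**
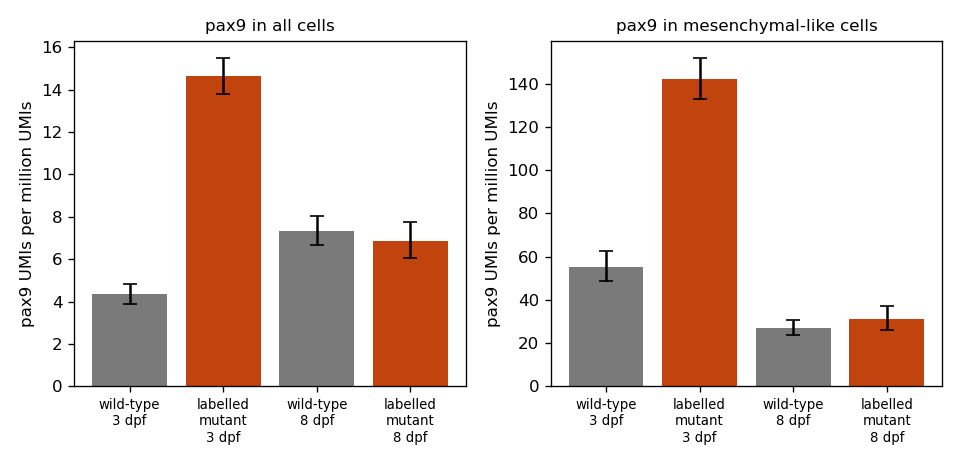
Bars give pax9 CPM in each of the 4 libraries, over all cells (left) and in mesenchymal-like cells (right), with exact 95% Poisson intervals for counting error only. At 3 dpf the library labelled mutant stands above wild-type (14.6 against 4.34 CPM over all cells), while at 8 dpf the intervals overlap.

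The size of the mesenchymal-like population was compared next. It made up 8.74% of wild-type cells (8.25 to 9.26) and 9.92% of cells labelled mutant (9.43 to 10.44) at 3 dpf, a log2 ratio of 0.18 (0.03 to 0.34). At 8 dpf the shares were 28.7% and 27.6%, a log2 ratio of -0.05 (-0.16 to 0.05). The 3 dpf ratio rose to 0.84 when cells needed at least 1000 detected genes. Sub-clusters left out of the class by the marker rule made up 1.05% and 1.23% of cells at 3 dpf, and 8.83% and 12.01% at 8 dpf.

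Fin-mesenchyme-like cells made up 50.0% of mesenchymal-like cells in wild-type (47.0 to 53.0) and 39.2% in the library labelled mutant (36.6 to 41.9) at 3 dpf, a log2 ratio of -0.35 (-0.54 to -0.17). At 8 dpf the shares were 36.0% and 33.3%, a log2 ratio of -0.11 (-0.29 to 0.06). These shares leave out sub-cluster 2, whose best match was fin mesenchyme but with only 2 of 13 markers, so it stayed unnamed. At 8 dpf it rose from 14.4% in wild-type to 26.8% in the library labelled mutant, a log2 ratio of 0.89 (0.64 to 1.14). The 8 dpf result thus depends on the naming rule. The 3 dpf difference did not run the same way in the sub-clusters behind it. Sub-cluster 3, whose cells were shallow, fell from 35.0% to 17.1%, and sub-cluster 6, whose cells were deep, rose from 14.7% to 22.1%. The median depth of fin-mesenchyme-like cells was 1286 UMIs in wild-type and 3173 in the library labelled mutant at 3 dpf. With at least 1000 detected genes the 3 dpf ratio was -0.15 and the 8 dpf ratio 0.97, so this share depended on the cell filter. Under that filter the cells were also clustered and named anew, so the role of depth alone was not isolated.

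Genes of the sclerotome were compared as a fixed list. At 3 dpf, 24 genes gave a median log2 ratio of -0.07 (-0.15 to 0.02), at percentile 9.4 of random lists. At 8 dpf, 22 genes gave a median of -0.61 (-0.92 to -0.58), at percentile 0.0, where random lists spanned -0.42 to 0.08. Of these 22 genes 21 were lower in the library labelled mutant. At 8 dpf pax1a fell from 33.4 to 14.9 CPM (log2 ratio -1.17, -1.58 to -0.78), nkx3-2 from 15.3 to 6.17 CPM (-1.31, -1.96 to -0.72), meox1 from 33.2 to 15.8 CPM (-1.08, -1.47 to -0.70) and twist1a from 489.8 to 319.6 CPM (-0.62, -0.70 to -0.53). However, pax1a also leads sub-cluster 11, whose share of mesenchymal-like cells was 7.66% and 4.16% at 8 dpf. Its fall as a single gene was not separated from that smaller share. The gene nkx3-2 is among the leading genes of sub-cluster 14, which the marker rule left out of the class. That sub-cluster had 100 and 33 cells at 8 dpf, and the nkx3-2 values above leave them out. The median over all genes also shifted at 8 dpf, by -0.16 in CPM, and under median-of-ratios scaling, where that shift is 0.00, the list's median was -0.45. At 3 dpf the direction of this list was not stable: it was 0.57 when each library was clustered on its own.

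The markers of the somite compartments were tbx18 (anterior) and uncx4.1 (posterior). In mesenchymal-like cells tbx18 stood at 51.9 and 56.8 CPM at 3 dpf, a log2 ratio of 0.13 (-0.11 to 0.37). At 8 dpf it stood at 19.1 and 27.2 CPM, a log2 ratio of 0.51 (0.17 to 0.85), and it was the 1 gene of the sclerotome list that was higher. Too few UMIs of uncx4.1 were found for a comparison: 8 and 18 at 3 dpf (log2 ratio 0.76, -0.51 to 2.17), and 3 and 1 at 8 dpf (-0.38, -6.09 to 3.26).

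The fin mesenchyme list had a median of 0.02 (-0.03 to 0.11) at 3 dpf, at percentile 53.3, and of -0.24 (-0.31 to -0.17) at 8 dpf, at percentile 36.9. It therefore did not stand apart from random lists at either age. The posterior hox list had a median of 0.33 (0.16 to 0.38) at 3 dpf, at percentile 100, with 18 of 23 genes higher in the library labelled mutant. The rise was not shared by the whole list. At 3 dpf hoxa13b was lower (-0.21, -0.34 to -0.07), while hoxa13a was 0.11 (-0.03 to 0.25). The gene hoxb13a was lower in fin-mesenchyme-like cells (-0.17, -0.31 to -0.04) and in the rest (-0.45, -0.53 to -0.36). The list's median at 3 dpf fell to 0.06 with at least 1000 detected genes and to 0.07 at Leiden resolution 2.0. At 8 dpf its median was -0.10 (-0.23 to 0.03), at percentile 72.4.

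**Figure D2:**
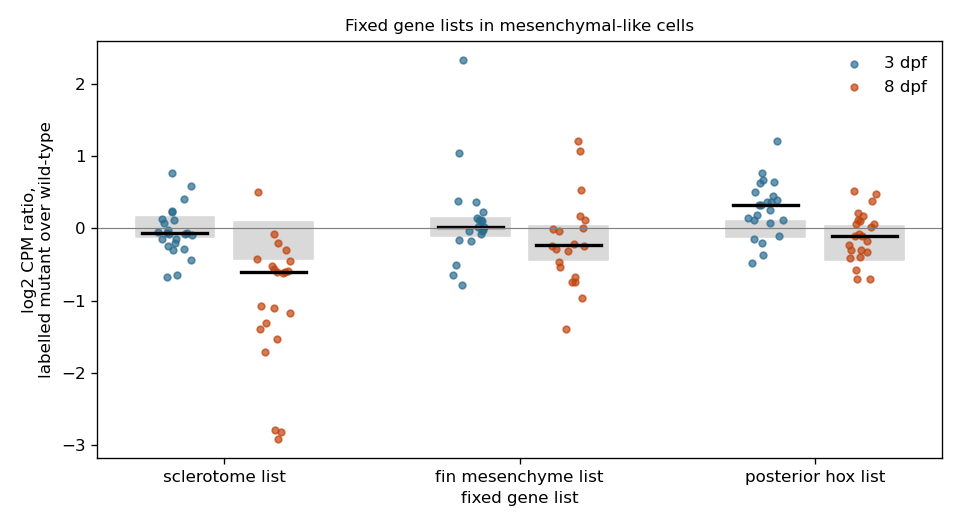
Each point is a gene of a fixed list, placed by its log2 CPM ratio (labelled mutant over wild-type) in mesenchymal-like cells at 3 dpf (blue) or 8 dpf (red); black lines are list medians and grey bands hold the central 95% of matched random lists, and the highest 3 dpf point (tbx5a, 0 UMIs in wild-type) is set against the floor of 3 counts. The sclerotome list at 8 dpf (-0.61) lies below its band and the posterior hox list at 3 dpf (0.33) above it.

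A genotype effect shared by both ages was tested over the 4 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of 14600 genes, 1 was called higher and 0 lower in the libraries labelled mutant, while 712 had an unadjusted p under 0.05. DESeq2, run over 25139 genes, called 0 in either direction, with 215 at an unadjusted p under 0.05. Without the low-count filter edgeR also covered 25139 genes. It then called 75 higher and 68 lower, with 1261 at an unadjusted p under 0.05, so the count depended on the filter. The called gene was CR855311.1 (ENSDARG00000090352), with a log2 fold change of 4.39 (SE 0.32, edgeR adjusted p 0.0035). Its UMIs were 1 and 5 at 3 dpf, too few to give a direction (log2 ratio 1.91, -1.25 to 7.48), and 120 and 1003 at 8 dpf, so the call rests on the 8 dpf libraries. In the same edgeR fit pax9 had a log2 fold change of 0.90 (SE 0.25, adjusted p 0.695 over all genes and 0.17 adjusted over the list alone). No gene of the lists passed 0.05 when adjusted over the list alone. Each SE here is the size of the log2 fold change over the square root of the test's F value. It restates the test and was not estimated by the fit.

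By the rule of size, 0 genes were at least 2-fold higher and 3 at least 2-fold lower at both ages in the libraries labelled mutant, of 7297 that could pass. They were pcolce2b (ENSDARG00000055575), with log2 ratios of -2.53 at 3 dpf and -1.47 at 8 dpf, sfrp1a (ENSDARG00000035521), with -1.22 and -2.63, and adrb3a (ENSDARG00000053646), with -1.04 and -1.41. None passed the edgeR threshold, with adjusted p-values of 0.366, 0.345 and 0.65. The gene sfrp1a also leads sub-cluster 11, whose share of mesenchymal-like cells was 7.66% and 4.16% at 8 dpf. Other classes gave at least as many genes by this rule: 7 of 5822 in basal epidermis-like, 10 of 2581 in neuron-like, 4 of 1790 in glia-like and 28 of 7070 in superficial epidermis-like cells. The mesenchymal-like class thus did not have more such genes than other classes. The edgeR genotype test called 3 higher and 16 lower of 11637 genes in neuron-like cells and 4 and 7 of 15771 in superficial epidermis-like cells. It called 1 and 4 of 15106 in basal epidermis-like and 1 and 0 of 10573 in glia-like cells. By these counts too the mesenchymal-like class, with 1 higher and 0 lower, did not stand out as reported. However, its edgeR counts changed with the definition of the class. They were 0 and 0 with each library clustered on its own, and 27 and 20 with sub-clusters led by another class kept. Other classes were counted only with the clustering as reported, so by either count the order of the classes is not settled.

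Age was compared in the same edgeR fit. Of 14600 genes, 3583 were higher and 3211 lower at 8 dpf than at 3 dpf at an adjusted p of 0.05. DESeq2 called 2354 higher and 1601 lower of 14416 genes.

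Shares of other classes were compared with counting intervals only. At 3 dpf apical fin fold epidermis-like cells had a log2 share ratio of -0.28 (-0.42 to -0.14), from 1614 and 1469 cells. At 8 dpf they were too few to compare (5 and 1 cells). Neuron-like cells had 0.28 (0.06 to 0.50) at 3 dpf and -0.06 (-0.31 to 0.18) at 8 dpf. At 8 dpf superficial epidermis-like cells had a log2 share ratio of -0.55 (-0.68 to -0.41) and glia-like cells of -0.92 (-1.45 to -0.41), against -0.20 (-0.27 to -0.12) and 0.33 (0.00 to 0.66) at 3 dpf. At 3 dpf cartilage-like cells had 1.14 (0.43 to 1.87), from 44 and 107 cells, and skeletal muscle-like cells 1.11 (0.42 to 1.82), from 47 and 112 cells, against -0.19 (-0.86 to 0.46) and 0.42 (-0.02 to 0.85) at 8 dpf. Cells of unnamed clusters made up 9.88% and 16.3% of cells at 8 dpf, so the named shares at that age leave out unequal parts of the libraries. Shares within a library sum to a fixed total and are not independent, and dissociation was done once per pool.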

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

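In mesenchymal-like cells 6 genes of the fixed lists went opposite ways at the 2 ages, with both counting intervals away from 0. The difference between ages was not tested, since a genotype-by-age term leaves no residual degrees of freedom. The change in log2 ratio from 3 to 8 dpf was -0.33 for prrx1b, -0.43 for msx2b, -1.51 for tnc, -1.79 for vcana, -0.83 for wnt5b and -0.43 for hoxc10a. All 6 were higher in the library labelled mutant at 3 dpf and lower at 8 dpf. All 6 kept opposite signs under TMM and median-of-ratios scaling, but for hoxc10a the 8 dpf value was then -0.05 and -0.01, and for prrx1b -0.10 and -0.06, so these are near 0 once the shift of all genes is removed. For msx2b it was -0.15 and -0.12. Within the class, tnc and prrx1b turned the same way in fin-mesenchyme-like cells and in the rest, but only by their point values. For prrx1b the interval held 0 in both groups at 3 dpf (0.12, -0.03 to 0.28, and 0.09, -0.04 to 0.22). It also held 0 in fin-mesenchyme-like cells at 8 dpf (-0.22, -0.48 to 0.04). For tnc it held 0 in the rest at 3 dpf (0.08, -0.03 to 0.18). In the rest msx2b was lower at both ages (-0.25, -0.47 to -0.03, and -0.26, -0.37 to -0.15). In fin-mesenchyme-like cells wnt5b (0.13, -1.03 to 1.19) and hoxc10a (0.15, -0.14 to 0.43) were not lower at 8 dpf, within intervals that hold 0. Whether the mix of these cells lies behind the opposite directions was not tested.

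The 8 dpf value stayed further below 0 for tnc (0.11 at 3 dpf, -1.40 at 8 dpf), vcana (1.05, -0.74) and wnt5b (0.36, -0.47), with -1.24, -0.57 and -0.30 at 8 dpf under median-of-ratios scaling. At 3 dpf, however, tnc was near 0 under that scaling (0.06) and under TMM (0.05), so its opposite direction there is weak, as it is for prrx1b (0.06 and 0.05) and msx2b (0.10 and 0.09). The change was largest for vcana, but its 8 dpf interval before that scaling ran from -1.53 to -0.01. A technical difference in handling between ages remains open. A fixed list of 30 stress genes had a median of 0.18 in mesenchymal-like cells at 3 dpf, above random lists (percentile 100), and of -0.34 at 8 dpf (percentile 1.4), so it turned the same way as these genes there. The classes did not move alike: its medians at 3 and 8 dpf were 0.42 and -0.73 in neuron-like, 0.03 and -0.24 in glia-like, 0.17 and 0.52 in superficial epidermis-like and -0.07 and 0.18 in basal epidermis-like cells. Handling that acted on all classes alike would not give this, but handling that acts on some classes stays open. A change with age in the effect of the allele was not tested and also remains open.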

How the results depend on the processing

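Of 279 values computed under alternatives, 193 stayed within the counting interval of the reported value or, for gene counts, within 1.5 times it, and 86 moved further. No ratio whose counting interval excluded 0 changed sign. Within each result this covers the alternatives run for it. The pax9 ratio at 3 dpf was above 0 in all 6 alternatives over all cells (1.44 to 1.82) and in all 13 within mesenchymal-like cells (0.90 to 1.46). The sclerotome list at 8 dpf was below 0 in all 14 (-1.45 to -0.45). No test could be run without 1 of the libraries, since no residual degrees of freedom would be left. No paired analysis was possible because the labels carry no replicate numbers; age is a term of the edgeR test, which thus compares genotypes within ages. Where a value moved, the cause was not tested.

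Scaling. With TMM and with median-of-ratios, in that order, pax9 over all cells at 8 dpf was 0.15 and 0.21, the sclerotome list at 8 dpf -0.48 and -0.45, the fin mesenchyme list -0.04 and -0.03 at 3 dpf and -0.11 and -0.07 at 8 dpf, and the posterior hox list at 8 dpf 0.03 and 0.06. By the 2-fold rule 2 and 2 genes were higher, and 5 were lower with TMM.

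Depth of cells. With every cell thinned to 1000 UMIs, pax9 was 1.44 at 3 dpf and 0.50 at 8 dpf over all cells, and 0.93 at 3 dpf in mesenchymal-like cells. Under thinning tbx18 was 0.46 at 3 dpf, the sclerotome list -0.17 at 3 dpf, the fin mesenchyme list -0.43 at 8 dpf, and the posterior hox list 0.14 at 3 dpf and -0.28 at 8 dpf. The 2-fold rule then gave 0 lower genes, but only 1096 genes could pass in place of 7297, and 0 of the 3 genes found before stayed over the floor of 100 UMIs, so this 0 decides nothing. Over 9390 genes in place of 14600 edgeR called 14 higher and 5 lower between genotypes, and 2280 higher and 2000 lower at 8 dpf. With at least 1000 detected genes, pax9 in mesenchymal-like cells was 1.05 at 3 dpf, the fin mesenchyme list -0.05 at 3 dpf and 0.00 at 8 dpf, the posterior hox list 0.06 at 3 dpf, the mesenchymal-like share 0.84 and 0.14, and the fin-mesenchyme-like share -0.15 and 0.97 (3 and 8 dpf), and edgeR called 24 higher and 15 lower between genotypes.

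Cells kept. With cells as deposited, the sclerotome list was 0.07 at 3 dpf, the fin-mesenchyme-like share -0.91 at 3 dpf and the mesenchymal-like share -0.28 at 8 dpf, and 1 gene was higher by the 2-fold rule. With no doublets removed, the sclerotome list was 0.03 at 3 dpf and the fin mesenchyme list -0.16 at 8 dpf, 1 gene was lower by the 2-fold rule, and edgeR called 1 lower between genotypes.

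Clustering. With each library clustered on its own, pax9 in mesenchymal-like cells was 0.90 at 3 dpf and -0.59 at 8 dpf, uncx4.1 2.80 at 3 dpf, tbx18 0.13 at 8 dpf, the sclerotome list 0.57 and -1.45, the fin mesenchyme list -0.11 and -0.36, the mesenchymal-like share 0.44 and -0.20 (3 and 8 dpf), and the fin-mesenchyme-like share -1.0 at 8 dpf. The 2-fold rule gave 8 higher and 10 lower, and edgeR called 0 higher. At Leiden resolution 2.0, tbx18 was 0.47 and the posterior hox list 0.07 at 3 dpf, the 2-fold rule gave 2 higher and 1 lower, and edgeR called 27 higher and 10 lower. With each cell classed by its own markers, tbx18 was 0.48 at 3 dpf, and the 2-fold rule gave 2 higher and 5 lower. With sub-clusters led by another class kept, an alternative chosen after seeing the data, tbx18 was 0.93, the fin mesenchyme list -0.33 and the mesenchymal-like share 0.08 at 8 dpf, the 2-fold rule gave 1 higher and 5 lower, and edgeR called 27 higher and 20 lower. With the libraries not centred before clustering, also chosen after seeing the data, edgeR called 7 higher and 2 lower between genotypes, and the other 20 values stayed as defined above, among them pax9 at 3 dpf (1.42) and the sclerotome list at 8 dpf (-0.83).

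Gene filters, free RNA and tool. With at least 30 UMIs at each age the 2-fold rule gave 14 higher and 19 lower. With no filter on low counts edgeR called 75 higher and 68 lower between genotypes, over 25139 genes in place of 14600. With free RNA subtracted it called 2 higher and 1 lower, and the 2-fold rule gave 5 lower. DESeq2 called 0 higher between genotypes, and 2354 higher and 1601 lower at 8 dpf. Over all alternatives the edgeR and DESeq2 genotype counts ran from 0 to 75 higher and from 0 to 68 lower, so the number of genes called is not settled by these 4 libraries.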

Other observations

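The tests chosen after the values were seen are those on the sclerotome list, the posterior hox list, the sub-cluster mix behind pax9, the swapped libraries, the centring and the median depth, together with the chance shares for superficial epidermis and the values of CR855311.1 outside neuron-like cells. The depth test on superficial epidermis was planned, but its form on all 4 libraries was chosen after its first form decided nothing. The other tests were planned before their results were seen, but the rules that left the stress response, the library-wide difference and the depth per cell undecided were written after their values were seen, as was the rule on seeds after some of them.

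The higher pax9 level at 3 dpf was set against several explanations. More mesenchymal-like cells would leave pax9 unchanged within them, but the log2 ratio there was 1.36. Free RNA would raise all classes alike, but the share of cells with a pax9 UMI rose by 10.1 percentage points in mesenchymal-like cells, against 0.51 in superficial epidermis-like cells, although the globin-based free RNA estimate was higher in this library (3.33% against 0.75%). Giving both libraries the same mix of sub-clusters left a ratio of 1.52. A swap of the libraries of one age cannot be told apart from the labels as given. Over all cells 98 genes at least 2-fold apart went opposite ways at the 2 ages and 34 the same way, which is the outcome a swap predicts, but class shares also differ between libraries, and within classes only 2 of 5 had more genes going opposite ways. Feedback of lost Pax9 on its own RNA, a hypothesis, may also raise it; no data here test that.

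The sclerotome list at 8 dpf stayed at -0.61 with the same mix of sub-clusters in both libraries, where random lists spanned -0.43 to 0.01. The shift of all genes was argued against by its percentile of 0.0 among random lists that carry the same shift, and depth by a median of -0.64 after thinning. With the same mix of sub-clusters the sclerotome list at 3 dpf (-0.18, percentile 0.2) and the fin mesenchyme list at 8 dpf (-0.43, percentile 0.5) also lay below random lists, which they did not as reported, so those results depend on the mix. Handling of the pools at 8 dpf and any difference between pools stay open, since each pool was made once. An effect of the allele is one candidate explanation and was not tested against them.

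The posterior hox list at 3 dpf kept a median of 0.32 with the same mix of sub-clusters. Tails cut at another level would be expected to shift neural classes too. The medians were 0.06 in neuron-like cells (percentile 90.3) and 0.00 in glia-like cells (percentile 43.4). A median near 0 cannot exclude such a cut, because members of the list can move opposite ways. In mesenchymal-like cells 18 members were higher and 5 lower, hoxa13b among the lower (-0.21, -0.34 to -0.07). Another level of cut stays open here, and it was not tested for the pax9 ratio. Since the value nearly vanished in deeper cells (0.06 with at least 1000 detected genes), cell quality may contribute.

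Superficial epidermis-like cells parted by genotype at 3 dpf in the clustering of all cells: 96.3% of those deep enough to thin lay in clusters with at least 80% of cells from 1 library, and 84.9% to 97.6% over 6 seeds. With the same genes but no centring of the libraries the median over seeds was 0.1%, and at most 0.1%, so the centring may account for the parting. A difference in median depth was argued against as its whole cause, since lowering the deeper 3 dpf library to the median of the other left 89.55% (73.3% to 99.4%). In the planned depth test, with all cells thinned to 1000 UMIs, 0.0% lay in such clusters (up to 14.4% over seeds), against 90.6% to 95.7% for the same cells unthinned. Thinning also lowers the resolution of the clustering, so the role of depth per cell cannot be told apart from that. Clustering these cells alone decided nothing, since they mixed with centring (0.5%), after thinning (0.7%) and without centring (4.0%). A library-wide difference stays open. Of the 221 genes at least 2-fold apart in these cells, those expressed in another class went the same way 2-fold for 5.4% in mesenchymal-like, 10.7% in basal epidermis-like, 6.5% in glia-like and 3.6% in neuron-like cells. These are small parts of the set, but the shares expected by chance were 0.37%, 0.41%, 1.66% and 1.78%, and free RNA could also give shared genes. Every class, share and list value as reported rests on clustering with centring. Without it pax9 in mesenchymal-like cells at 3 dpf was 1.42, the sclerotome list at 8 dpf -0.83 and the posterior hox list at 3 dpf 0.36, each within the counting interval of the reported value, while edgeR called 7 genes higher and 2 lower. The values of other classes and the tests on a shared mix of sub-clusters were not recomputed without it; whether it lies behind the opposite moves of the shallow and deep fin-mesenchyme-like sub-clusters at 3 dpf was not tested.

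The gene called by edgeR, CR855311.1, has no place in the RefSeq table and too few UMIs in neuron-like cells, so the planned tests could not decide on a linked haplotype or on a library-wide difference: 0 of 65 tested neighbours of pax9 were called, and 0 called genes could be followed in neuron-like cells. Elsewhere CR855311.1 did not move alike. Its log2 ratio at 3 and 8 dpf was 1.41 and 1.83 over all cells, and 1.23 (1.01 to 1.46) and -0.20 (-0.43 to 0.03) in basal epidermis-like cells, against 4.27 in mesenchymal-like cells at 8 dpf. In erythroid-like cells, a class not otherwise compared, it was 3.03 (2.71 to 3.35) at 8 dpf. A rise of the same size in every class is therefore not seen, but a difference between pools that acts on some cells stays open. A stress response cannot be told apart from the genotype for this call: the gene had 6 UMIs in mesenchymal-like cells at 3 dpf, so the call rests on 8 dpf, and the stress list was shifted at that age too (-0.34, against 0.18 at 3 dpf). Among the tested neighbours of pax9, 10 (15.4%) had an unadjusted p under 0.05, against 4.8% of other genes. Neighbouring genes are not independent, so no test was made; linked sequence differences between the stocks are a hypothesis for a replicated design, and the planned count of 0 neither supports nor excludes it.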
